# Enhanced depletion of MLL-fusion proteins in acute leukemia: potential for improved therapeutic outcomes

**DOI:** 10.1186/s40164-024-00556-w

**Published:** 2024-08-16

**Authors:** Noelia Che, Sandra Cantilena, Remi Looi-Somoye, Danesh Sundar, Kent Fung, Jasper de Boer, Owen Williams

**Keywords:** MLL, KMT2A, Acute myeloid leukemia,, Acute lymphoblastic leukemia

## Abstract

Rearrangements of the *MLL* (*KMT2A*) locus are associated with aggressive leukaemia of both myeloid and lymphoid lineages, that present profound therapeutic challenges in pediatric and adult patient populations. *MLL*-fusion genes resulting from these rearrangements function as driving oncogenes and have been the focus of research aimed at understanding mechanisms underlying their leukemogenic activity and revealing novel therapeutic opportunities. Inspired by the paradigm of depleting the PML-RARA fusion protein in acute promyelocytic leukemia using all-trans retinoic acid and arsenic trioxide, we conducted a screen to identify FDA-approved drugs capable of depleting MLL-fusion protein expression in leukemia cells. Previously, we reported potent anti-leukemia effects of disulfiram (DSF), identified through this screen. In the present study, we demonstrate that another hit compound, niclosamide (NSM), is also able to deplete MLL-fusion proteins derived from a range of different *MLL*-fusion genes in both acute myeloid (AML) and acute lymphoid (ALL) leukemias. Loss of MLL-fusion protein appeared to result from inhibition of global protein translation by NSM. Importantly, combination of DSF with NSM enhanced MLL-fusion protein depletion. This led to more profound inhibition of downstream transcriptional leukemogenic programs regulated by MLL-fusion proteins and more effective killing of both *MLL*-rearranged AML and ALL cells. In contrast, DSF/NSM drug combination had little impact on normal hematopoietic progenitor cell differentiation. This study demonstrates that two FDA-approved drugs with excellent safety profiles can be combined to increase the efficacy of MLL-fusion protein depletion and elimination of *MLL*-rearranged leukaemia.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40164-024-00556-w.

## To the editor,

*MLL*(*KMT2A*)-rearranged leukaemias represent a significant clinical challenge, with infant *MLL*-rearranged acute leukemia having a particularly dim prognosis [1, 2]. Given that encoded MLL-fusion proteins are essential for leukemia survival and progression [3, 4], targeting them offers a promising therapeutic strategy. Indeed, significantly higher cancer response rates and longer progression-free survival were seen by inhibiting fusions versus non-fusions [5]. However, direct targeting of MLL-fusion proteins has been elusive.

We previously developed a screen to identify compounds that deplete MLL-fusion proteins in leukemia cells, leading to identification of disulfiram (DSF) as a candidate for repurposing in *MLL*-rearranged leukemia therapy. DSF disrupts MLL-fusion protein binding to DNA by specifically targeting the N-terminal CXXC domain, crucial for its DNA interaction, resulting in MLL-fusion protein depletion and consequent silencing of leukemia-promoting transcriptional pathways [6]. Among several promising compounds identified in this screen, Niclosamide (NSM) demonstrated the most significant depletion of MLL-AF9 (Fig. S1A) [6]. NSM showed broad efficacy, reducing expression of various MLL fusion proteins in both acute myeloid leukemia (AML) and acute lymphoblastic leukemia (ALL) cells (Fig. S1B-E). In all cases, reduced expression of the fusion protein was accompanied by depletion of the N-terminal MLL fragment expressed from the non-rearranged allele (Fig. S1B-E).

Exposure of *MLL*-rearranged cells to NSM led to inhibition of global translation, accompanied by increased eIF2α phosphorylation (Fig. S2A-E), in concordance with recent reports [7, 8]. NSM induced depletion of MLL-fusion proteins was reversible upon overexpression of a non-phosphorylatable eIF2α mutant, confirming the specific role of eIF2α phosphorylation in this pathway (Fig. S2E). These data are consistent with the effect of NSM on MLL-fusion protein expression being the result of a global inhibition of protein translation and thus not an effect that is specific to *MLL*-rearranged leukemia cells. NSM has pleiotropic effects on leukemia cells and has been shown to kill leukemia cells via different mechanisms [7]. However, given the susceptibility of MLL-fusion proteins to NSM, we explored whether NSM could enhance depletion of MLL-fusion proteins when combined with DSF. Indeed, combination of NSM and DSF, using concentrations that induced sub-optimal MLL-fusion protein depletion, enhanced the depletion of different MLL-fusion proteins in AML and ALL cells (Fig. 1A, B and Fig. S3A-B), in comparison to either drug alone. Each drug alone and in combination also induced depletion of the N-terminal MLL fragment expressed from the non-rearranged allele (Fig. S3C).

**Fig. 1:**
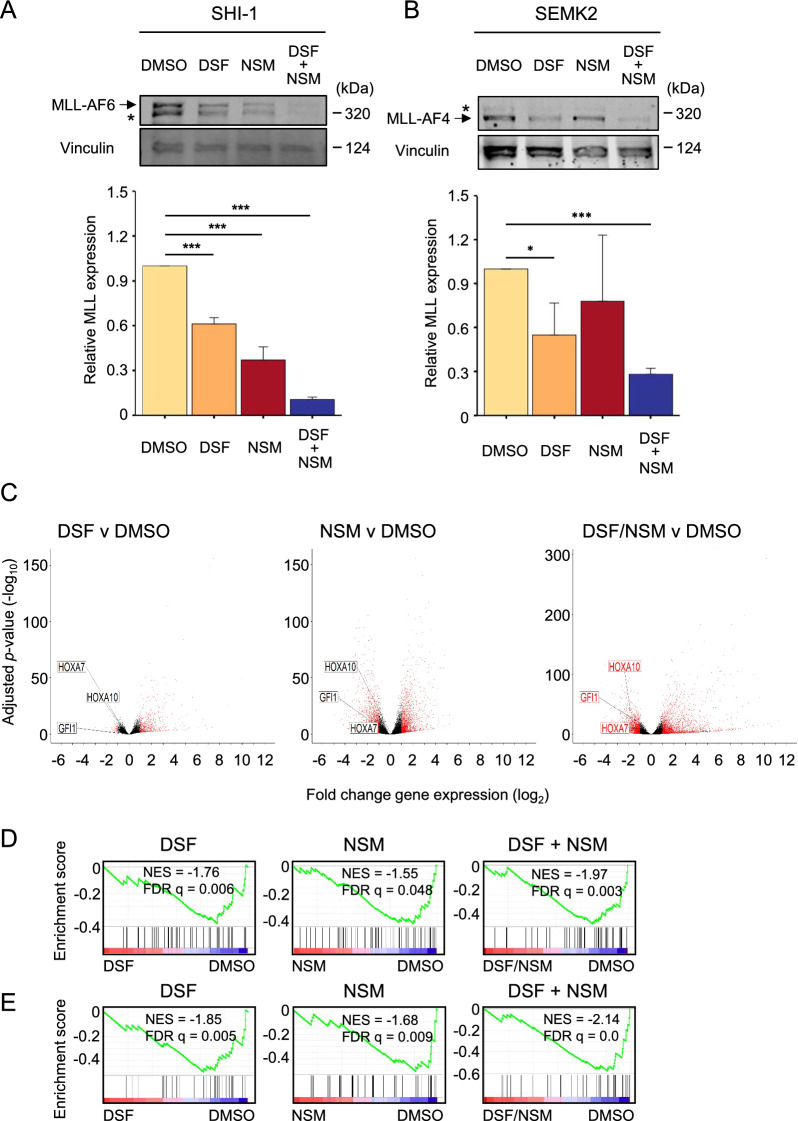
**A**, **B** Western blot examples (top panels) and quantification (lower panels) of the indicated MLL-fusion protein expression in **A** SHI-1 and **B** SEMK2 cells after 16 h exposure to DSF (0.15 µM DSF/1 µM Cu), NSM (A: 5 µM; B: 2.5 µM) or combined DSF + NSM. An (*) indicates the N-terminal wild type MLL band. Bars and error bars are means and SD of n = 3 independent experiments. Data are normalised to vinculin loading control and to DMSO treated control. *P < 0.05; ***P < 0.001, one sample *t*-test. **C** Volcano plots of RNA-seq analysis showing log_2_ fold gene expression changes versus adjusted *p*-value (−log_10_) in SHI-1 cells following 16 h treatment with DSF (0.3 µM DSF/1 µM Cu), NSM (5 µM) or combined DSF + NSM versus DMSO control, from n = 3 independent experiments. Expression changes greater than 1 (log_2_) are shown in red. **D**, **E** GSEA demonstrating negative enrichment of MLL-fusion target gene expression, defined as the overlap between MLL-AF9 target genes identified in THP-1 cells [9] and genes downregulated by inhibition of **D** MLL-AF9 [10] or **E** MLL-ENL and MLL-AF9 [11], in DSF, NSM and combined DSF + NSM induced gene expression changes

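SHI-1 is an acute myeloid leukemia cell line, and DSF was given to it together with copper (Cu). The RNA-seq experiment comprised 12 libraries, 3 from independent experiments for each of 4 groups, which received DMSO, 0.3 µM DSF with 1 µM Cu, 5 µM NSM, or both drugs (DSF+NSM) for 16 h. The paper's text does not state whether the DMSO and NSM groups also received Cu. The sample labels name RPMI medium for these cells, whereas the supplementary methods name IMDM with a larger share of serum. The authors selected mRNA on dT beads, sequenced it as read pairs, trimmed the reads and quantified genes with STAR and Salmon against the NCBI GRCh38 reference. For each library they deposited a table of normalized counts per gene, and the tables' header names 24 libraries as the basis of the normalization, of which 12 are used here. The lowest values of each library rise in constant steps, which gives an estimated 10.2 to 19.0 M reads per library. A read pair counts as 1 read in this estimate. The estimated median was 15.8 M for DMSO, 14.0 M for DSF, 17.0 M for NSM and 14.6 M for DSF+NSM. The paper gives about 20 M read pairs per sample, and the values here use neither figure, since the tables are already normalized. Only 31.4% of the genes held whole multiples of the step in all 12 libraries, so read counts were not recovered and no count model was fitted. Genes were instead tested with limma (limma-trend with robust empirical Bayes) on log2(normalized count + 1), in a single fit of all 12 libraries. The fit covered the 13502 genes with a normalized count of at least 10 in at least 3 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and fold changes on this scale understate the change of genes with low counts. The sum of normalized counts was 14.0 to 14.4 M in DMSO, 14.9 to 15.3 M in DSF, 16.5 to 17.5 M in NSM and 22.7 to 25.6 M in DSF+NSM libraries. Scaling every library to the same sum in place of the authors' scaling therefore moved the median log2 fold change of all genes against DMSO from 0.03 to −0.75 for DSF+NSM. For NSM it moved from 0.01 to −0.25, and for DSF from 0.05 to −0.05. Across genes, which are not independent replicates, Spearman's correlation between libraries of a group was 0.980 to 0.996, except between NSM replicate 3 and NSM replicates 1 and 2, where it was 0.939 and 0.950.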

To determine whether this would result in more effective suppression of downstream transcriptional programs, RNA-sequencing was performed in MLL-AF6^+^ SHI-1 cells following 16-h exposure to NSM and DSF alone and in combination (Fig. 1C). Drug combination resulted in an increased number of significant gene expression changes, among which enhanced suppression of MLL-fusion target genes was evident, for example *HOXA7*, *HOXA10* and *GFI1* (Fig. 1C and Fig. S3D). 

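Against DMSO, limma with Benjamini-Hochberg adjustment called 2405 genes after DSF (1601 higher and 804 lower), 6635 after NSM (3430 higher and 3205 lower) and 7125 after DSF+NSM (3816 higher and 3309 lower). With the limit of 1 on the log2 scale that Fig. 1C marks in red, the counts were 892, 3452 and 3975. Compared directly, DSF+NSM differed from DSF in 5818 genes and from NSM in 5212 genes. The count for DSF moved most with the processing, to 7972 when each library was weighted by its own spread. It was 5551 without NSM replicate 3, which enters the shared estimate of the spread, and 911 to 1391 without DMSO replicate 1, 2 or 3 or DSF replicate 1 or 2, each left out alone. With the limit of 1 it was 532 without DSF replicate 2. Fitting only the 2 groups compared gave 7289 genes for DSF, 5079 for NSM and 8598 for DSF+NSM. The order of the single drugs thus changed, and DSF+NSM still had the most. With the limit of 1 these fits gave 1170, 3179 and 4030, the same order as in the fit of all 12 libraries. Scaling to equal sums, which moves the median of all genes by −0.75 for DSF+NSM, gave 2460, 6748 and 9134 genes, and the share of higher genes after DSF+NSM went from 53.6% to 16.7%.

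HOXA7 lies on chromosome 7 of GRCh38 from 27153716 to 27157936, and 1507 bases of its exons are shared with the antisense gene HOXA-AS3. Its normalized count was 234 ± 8.36 (SD, n = 3) in DMSO, 183 ± 19.6 in DSF, 194 ± 27.3 in NSM and 96.9 ± 11.4 in DSF+NSM cells. The log2 fold change of HOXA7 against DMSO was −0.36 for DSF (standard error 0.17, adjusted p = 0.153 from limma) and −0.28 for NSM (adjusted p = 0.184), neither of them called, and −1.27 for DSF+NSM (adjusted p = 4.62e-05). HOXA7 was called for NSM without NSM replicate 3 (log2 fold change −0.39, adjusted p = 0.0472). HOXA10, on chromosome 7 from 27170605 to 27180261, shares 608 exon bases with the antisense gene HOXA10-AS and 368 with a read-through gene on its own strand. HOXA10 had a normalized count of 999 ± 32.5 in DMSO, 751 ± 60.5 in DSF, 1060 ± 74.5 in NSM and 271 ± 60.6 in DSF+NSM cells (SD, n = 3). Its change after DSF+NSM was −1.9 (adjusted p = 1.22e-06 from limma), against −0.41 for DSF (adjusted p = 0.0893) and 0.08 for NSM (adjusted p = 0.691). Fitting only the DSF and DMSO libraries brought both genes past the threshold for DSF, with an adjusted p from limma of 0.0145 for HOXA7 and 0.000275 for HOXA10. GFI1 lies on chromosome 1 from 92473043 to 92486925 and overlaps no other annotated exon. GFI1 had a normalized count of 2730 ± 33.9 in DMSO, 2692 ± 73.2 in DSF, 2075 ± 379 in NSM and 1070 ± 78.2 in DSF+NSM cells (SD, n = 3). Its log2 fold change was −0.02 for DSF (adjusted p = 0.934), −0.41 for NSM (adjusted p = 0.0215) and −1.35 for DSF+NSM (adjusted p = 4.51e-06 from limma). The fall of GFI1 after NSM lost its call without DMSO replicate 1, 2 or 3 (adjusted p from limma 0.0520 to 0.0636). Whether the counting used the strand is not stated, so reads of the antisense genes may be included.

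Compared directly with each drug, all 3 genes were lower in DSF+NSM cells. The difference from DSF was −0.91 for HOXA7, −1.49 for HOXA10 and −1.33 for GFI1 (adjusted p from limma 0.000929, 1.97e-05 and 1.22e-05). The difference from NSM was −0.99, −1.98 and −0.94 (adjusted p from limma 0.000617, 2.47e-06 and 0.000182). These calls, and those of the 3 genes for DSF+NSM against DMSO, held in every alternative run and with each library left out in turn. The combined change exceeded the sum of the single-drug changes for HOXA10 (interaction −1.57, adjusted p = 0.000440 from limma) and GFI1 (−0.92, adjusted p = 0.00360), but not for HOXA7 at this threshold (−0.63, adjusted p = 0.0667). The interaction of HOXA7 was called without NSM replicate 1 (−0.72, adjusted p = 0.0473 from limma) and when libraries were scaled to equal sums (−1.04, adjusted p = 0.00406), which lowers the interaction of all genes alike (median −0.40).

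**Figure D1:**
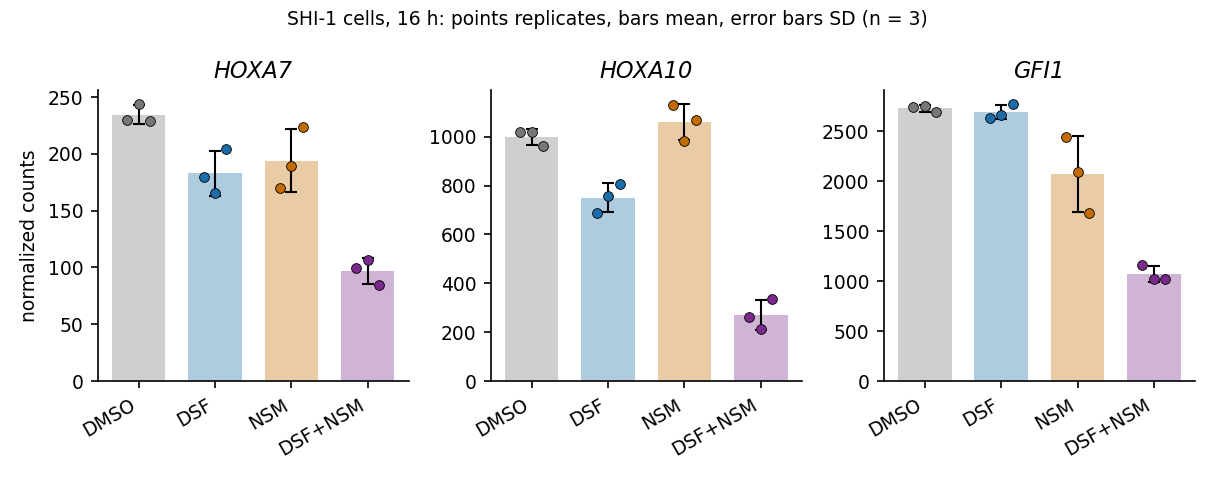
Normalized counts (y axis, from 0) of HOXA7, HOXA10 and GFI1 in SHI-1 cells treated with DMSO, DSF, NSM or DSF+NSM (x axis). Points are the 3 libraries of each group, bars their mean and error bars their SD. The DSF+NSM mean is the lowest of the 4 groups for each gene (96.9, 271 and 1070 normalized counts).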

Importantly, *KMT2A* expression was not decreased by any of the drug treatments (Fig. S3E). 

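KMT2A, the gene that encodes MLL, lies on chromosome 11 of GRCh38 from 118436456 to 118526832. It shares 5755 exon bases with an unnamed protein-coding gene on the same strand and 317 with the antisense gene TTC36-AS1, and counts per gene do not separate the fusion transcript from the wild-type one. Its normalized count was 1254 ± 77.6 in DMSO, 1599 ± 28.5 in DSF, 2494 ± 380 in NSM and 1844 ± 186 in DSF+NSM cells (SD, n = 3). The log2 fold change of KMT2A against DMSO was 0.35 for DSF (standard error 0.13, adjusted p = 0.0835 from limma), 0.98 for NSM (adjusted p = 7.56e-05) and 0.55 for DSF+NSM (adjusted p = 0.00360). The rises after NSM and DSF+NSM were called, and that after DSF was not. With only the DSF and DMSO libraries in the fit, the rise after DSF was called (adjusted p = 0.000396 from limma). Between DSF+NSM and DSF the log2 fold change of KMT2A was 0.20 (adjusted p = 0.240 from limma). Between DSF+NSM and NSM it was −0.43 (adjusted p = 0.0223 from limma), a call that was lost without NSM replicate 1 (adjusted p = 0.0502) or without DSF+NSM replicate 1 (0.0791) or 2 (0.0847). The alternative that moved KMT2A most was scaling to equal sums, where the change after DSF+NSM against DMSO was −0.23 (adjusted p = 0.159 from limma) while all genes had a median of −0.75. Under that scaling KMT2A was lower in DSF+NSM than in DSF cells by a log2 fold change of −0.48 (adjusted p = 0.00919 from limma), against a median of −0.68 over all genes.

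**Figure D2:**
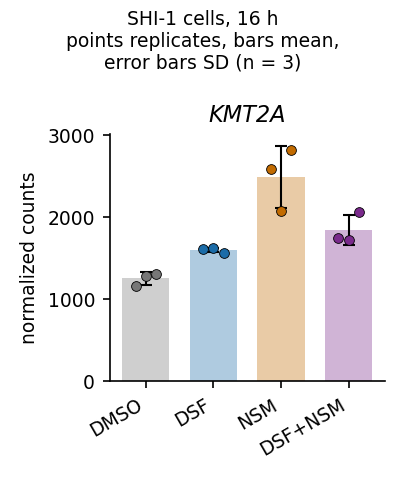
Normalized counts of KMT2A (y axis, from 0) in SHI-1 cells treated with DMSO, DSF, NSM or DSF+NSM (x axis). Points are the 3 libraries of each group, bars their mean and error bars their SD. The means are 1254, 1599, 2494 and 1844 normalized counts.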

GSEA analysis of these global gene expression changes was then performed, using MLL-fusion target gene sets (Supplementary Table S1). 

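Supplementary Table S1 lists 2 sets of MLL-fusion target genes. The set behind Fig. 1D has 56 genes, all of which were tested in the SHI-1 libraries, and the set behind Fig. 1E has 35 genes, of which 33 were tested. The sets have 17 genes in common and are therefore not independent of each other. Among the members of either set, the largest falls after DSF+NSM were in MYC, AKAP1 and MEX3A, with log2 fold changes of −4.17, −2.88 and −2.65 (adjusted p from limma 3.23e-08, 5.48e-07 and 0.00190). The largest rises were in RPS9, PVT1 and EEF1G, at 1.36, 1.1 and 1.08 (adjusted p from limma 0.00306, 0.00150 and 6.71e-05). Scaling the libraries to equal sums lowers all genes alike (median −0.75 for DSF+NSM), and these rises were then 0.57 for RPS9, 0.33 for PVT1 and 0.30 for EEF1G and not called. EEF1G shares 2632 exon bases with another annotated gene on its strand, so its reads are uncertain.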

The overlap between MLL-AF9 target genes identified in THP-1 cells [9] and genes downregulated by inhibition of MLL-AF9 [10] or MLL-ENL and MLL-AF9 [11] in mouse leukemia cells were used. Both genesets were negatively enriched in SHI-1 cells treated with NSM or DSF, combination treatment with NSM and DSF resulting in more significant negative enrichment (Fig. 1D, E). 

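GSEA was recomputed from the normalized counts with the signal-to-noise ranking the supplement describes, a weighted running sum and 10000 gene permutations per comparison. For the 56 genes of Fig. 1D, the normalized enrichment score (NES) was −1.77 for DSF (q = 0.00249), −1.57 for NSM (q = 0.0165) and −1.97 for DSF+NSM (q = 0.000303), with q taken over both sets. The permutation p of the last, 0.000323, is the smallest its 3096 permutations of the same sign can give. For the 33 genes of Fig. 1E, the NES was −1.81 for DSF (q = 0.00345), −1.69 for NSM (q = 0.0109) and −2.09 for DSF+NSM (q = 0.000605). With each library left out in turn, the NES of the larger set was between −1.88 and −1.41 for DSF, between −1.65 and −1.42 for NSM and between −2.05 and −1.89 for DSF+NSM. The corresponding ranges of the smaller set were −1.92 to −1.6, −1.72 to −1.59 and −2.13 to −2.02, so the DSF+NSM range lay below those of the single drugs for both sets under this ranking. Ranked by limma's moderated t, the smaller set had −2.1 for DSF and −2.08 for DSF+NSM, the reverse of that order. An unweighted running sum moved the scores for NSM most, to −1.86 (q = 0.0242) and −1.15 (q = 0.276). Leaving out the 17 shared genes moved those for DSF and DSF+NSM most, and gave −1.28, −1.30 and −1.48 for the larger set and −1.17, −1.21 and −1.42 for the smaller one, in the order DSF, NSM and DSF+NSM. None of the 6 scores without shared genes was called (q from 0.0655 to 0.270). Ranked by log2 fold change, the scores for NSM were −1.38 and −1.41 and were not called (q = 0.0655 and 0.105). For a negative score, the leading edge is the members that come after the lowest point of the running sum. It held 21, 15 and 29 of the 56 genes and 20, 10 and 16 of the 33 genes for DSF, NSM and DSF+NSM. The paper states that both gene sets were negatively enriched after each drug and more significantly so after the combination, and it concludes that NSM and DSF together suppress transcriptional pathways that MLL-fusion proteins drive.

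**Figure D3:**
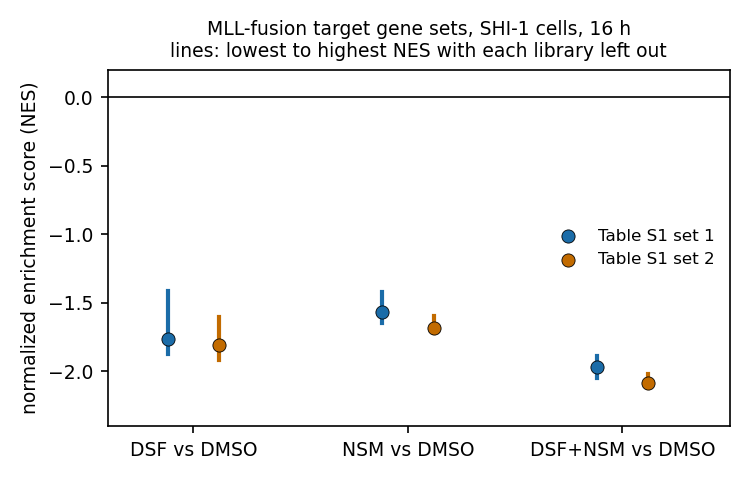
NES (y axis, no unit) of both gene sets of Supplementary Table S1 for DSF, NSM and DSF+NSM against DMSO (x axis). Points are the scores over all libraries, and lines span the lowest to the highest score with each library left out in turn. DSF+NSM has the most negative score for both sets (−1.97 and −2.09).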

Our study demonstrates that the combination of NSM and DSF significantly suppresses key transcriptional pathways driven by MLL-fusion proteins, suggesting that such combination therapies could redefine treatment paradigms in leukemia characterized by *MLL* rearrangements.

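The difference between the combination and each drug was tested directly with camera, a gene set test in limma that allows for correlation between genes, here preset to 0.01, with adjustment over 10 tests. The median log2 fold change of the larger set of Supplementary Table S1 was −0.40 between DSF+NSM and DSF (adjusted p = 0.00316) and −0.22 between DSF+NSM and NSM (adjusted p = 0.00805). For the smaller set it was −0.40 (adjusted p = 0.00919) and −0.30 (adjusted p = 0.00894). Against DMSO, the larger set had a median of −0.10 for DSF, −0.18 for NSM and −0.51 for DSF+NSM (adjusted p = 0.00805, 0.0359 and 0.000631). The smaller set had −0.21, −0.20 and −0.60 (adjusted p = 0.00188, 0.0835 and 0.000928), so NSM alone was not called. Without NSM replicate 3, the adjusted p for NSM was 0.0747 for the larger set and 0.0353 for the smaller one, which exchanges these calls. With the correlation between genes estimated from the data, none of the 10 tests was called (adjusted p from 0.0943 to 0.142 for the 9 tests called before). The rotation test fry, which asks whether the members change at all and not whether they change more than other genes, called all 10 (adjusted p from 3.06e-06 to 0.00782). Without the shared genes none of the 9 was called, with adjusted p from 0.0612 to 0.658. Of the 56 genes of the larger set, limma called 8 lower and 1 higher for DSF, 20 lower and 7 higher for NSM and 27 lower and 8 higher for DSF+NSM, which is 9, 27 and 35 genes over all genes tested and 8, 27 and 35 adjusted over the list alone. Of the 33 genes of the smaller set it called 7, 17 and 25, of which 7, 11 and 19 were lower, and 8, 18 and 25 adjusted over the list alone. DSF+NSM differed from DSF in 32 genes of the larger set (24 lower and 8 higher) and from NSM in 27 (19 lower and 8 higher), or 33 and 28 adjusted over the list alone. In the smaller set these were 19 (14 lower and 5 higher) and 13 (10 lower and 3 higher), the same adjusted over the list alone.

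A list of 20 canonical MLL-fusion targets, written from general knowledge, among them HOXA9, MEIS1, CDK6 and the genes of Fig. 1C, gave a median log2 fold change of −0.30 for DSF (camera adjusted p = 0.00772 over 28 tests), 0.19 for NSM (0.263) and −0.79 for DSF+NSM (0.000745). The interaction of both drugs was −0.79 (camera adjusted p = 0.000334). In the fit of all 12 libraries, none of the 20 genes was called for DSF by limma, over all genes or adjusted over the list alone. Of these genes, 3 had an unadjusted p under 0.05. Fitting only the DSF and DMSO libraries called at least HOXA7 and HOXA10 for DSF, as given above. For NSM 9 were called, 7 of them higher, and for DSF+NSM 10 were called, all lower, with the same counts adjusted over the list alone. With an estimated correlation between genes, none of the camera calls of this list held (adjusted p from 0.139 to 0.256). CDK6 was not called for DSF+NSM (log2 fold change −0.35, adjusted p = 0.0886 from limma; 0.0210 with only the groups compared), and MYB was (−0.97, adjusted p = 0.00025).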

Next, we assessed whether the synergistic effects of NSM and DSF translate into enhanced anti-leukemic activity. Exposure of *MLL*-rearranged AML and ALL cells to NSM and DSF led to an additive loss in cell viability in all cell lines (Fig. 2). This was consistent with an increase in cell death resulting from exposure to the drug combination (Fig. S4). In contrast, the NSM/DSF combination had no significant effect on colony formation by normal CD34^+^ cord blood cells (Fig. S5), although the long-term consequences of combination drug exposure would have to be examined in future clinical trials.

**Fig. 2:**
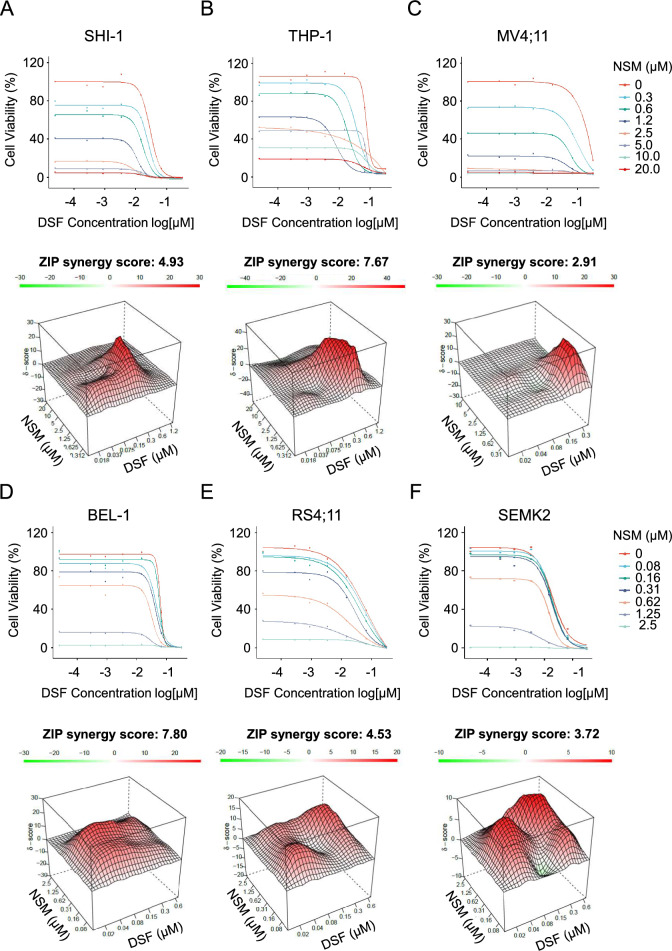
Viability (top panels) of **A** SHI-1, **B** THP-1, **C** MV4;11, **D** BEL-1, **E** RS4;11 and **F** SEMK2 cells following 72 h treatment with indicated concentrations of DSF (with 1 µM Cu) and NSM. Data are normalised to DMSO-treated cells. Graphs points are means of n = 3 independent experiments. 3D synergy maps and ZIP synergy scores (lower panels) of data calculated with SynergyFinder (version 2.0)

In conclusion, our study demonstrates that the antihelminthic drug NSM enhances the activity of DSF in depleting MLL-fusion proteins, suppressing downstream transcriptional pathways and eradicating *MLL*-rearranged leukaemia cells [6]. Both NSM and DSF are clinically relevant, each with an excellent safety profile, supporting their potential for rapid clinical translation. A limitation of our study is that it is based on in vitro experiments only, given the difficulty in using DSF in mouse models in vivo [6]. However, DSF is under investigation in several different types of cancers, including metastatic breast cancer (NCT03323346), gastric cancer (NCT05667415) and refractory sarcomas (NCT05210374), and NSM is currently in clinical trial for relapsed and refractory paediatric AML (NCT05188170). Our findings position NSM and DSF as promising agents for the repurposing in the treatment of *MLL*-rearranged leukemia. Future clinical trials are warranted to comprehensively assess their efficacy and safety in patient populations.

### Supplementary Information

Additional file 1.

## Data Availability

The sequencing data discussed in this publication have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus and are accessible through GEO Series accession number GSE262673 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE262673.

## Abbreviations

FDA: U.S. food and drug administration
DSF: Disulfiram
NSM: Niclosamide
AML: Acute myeloid leukemia
ALL: Acute lymphoblastic leukemia

# Supplementary material for: Enhanced depletion of MLL-fusion proteins in acute leukemia: potential for improved therapeutic outcomes
**Source:** Exp Hematol Oncol. 2024 Aug 16;13:84. doi: 10.1186/s40164-024-00556-w
**Supplement:** Supplementary file 1 — Additional file 1.

## **Supplementary Materials and Methods**

### **Cell lines and cell culture**

Human leukaemic cell lines SEMK2, BEL-1, RS4;11, KOPN8, SHI-1, MV4-11 were obtained from the German Collection of Microorganisms and Cell Cultures (DSMZ). The THP-1 cell line was obtained from the American Type Culture Collection (ATCC, TIB-202, [www.atcc.org](http://www.atcc.org)). The identity of human leukaemic cell lines was confirmed by STR profiling. All human leukaemic cell lines were routinely cultured in Roswell Park Memorial Institute (RPMI) medium (Sigma-Aldrich), supplemented with 10% or 20% heat-inactivated FBS, penicillin-streptomycin (100µg/ml) and L-glutamine (2mM) (all Sigma-Aldrich) with the exception of SHI-1 cells which were cultured in Iscove's Modified Dulbecco's Medium supplemented with 20% heat-inactivated FBS, penicillin-streptomycin (100µg/ml) and L-glutamine (2mM) (all Sigma-Aldrich) in a humidified chamber with 5% CO<sub>2</sub> and 95% air at 37°C. Each cell line was sub-cultured every 3-4 days and plated according to supplier guidelines. Cryopreserved human cord blood CD34<sup>+</sup> cells were from pooled donors (ZenBio Inc, NC, USA). Colony formation by CD34<sup>+</sup> cord blood cells was performed by plating cells in HSC005 (Bio Techne) methylcellulose medium and analysing colony number and morphology 14 days later. 293FT (ThermoFisher Scientific, Hemel Hempstead, UK) cells were maintained in DMEM with 10% heat-inactivated FBS, L-glutamine, penicillin/streptomycin and 500µg/ml G418.

### **Flow cytometry analysis**

Apoptosis was determined by staining cells using the Annexin V Apoptosis Detection Kit APC (eBioscience) in combination with Propidium Iodide (PI). Both analyses were performed on a LSRII analyser (BD Bioscience).

### **Viability assay**

Cell viability was evaluated with the CellTiter 96® AQueous One Solution Cell Proliferation Assay (Promega). ZIP synergy score was calculated using SynergyFinder (version 2.0) online software.<sup>1</sup>

### **Western Blot analysis**

Cell lysates were prepared using a sample reducing buffer containing DTT (200mM), sodium dodecyl sulphate (SDS) (2%), Glycerol (10% v/v), Bromophenol Blue (0.02% v/v), Tris-HCl pH6.8 (125 mM). Samples were pelleted via centrifugation and equal amounts of protein were resolved in a 7% Bis-Tris polyacrylamide gel. Proteins were transferred to nitrocellulose membranes (LI-COR Biosystem). Membranes were blocked using 5% dry non-fat milk in 0.5% Tween 20 in PBS and then probed using the following antibodies: MLL<sup>N</sup>/HRX (clone N4.4, Millipore), vinculin (clone EPR8185, Abcam), anti-EIF2S1 (ab13762, Abcam), anti-phospho-EIF2S1 (ab131505, Abcam) and  $\alpha$ -Tubulin (YL1/2, catalogue number sc-53029, Santa Cruz Biotechnology). Membranes were imaged using Odyssey CLX imaging system (LI-COR Biosystem). Full unmodified western blot images are shown in Fig. S6-8.

### **Lentivirus vector constructs**

The wild-type (eIF2 $\alpha^{WT}$ ) and mutated eIF2 $\alpha$  (eIF2 $\alpha^{S51A}$ ) overexpression constructs were a gift from David Ron (eIF2a 1 and 2, Addgene plasmids #21807 and #21808), and were cloned into the pCSGW-PIG lentivirus expression construct.<sup>2</sup>

### **RNA isolation and qRT-PCR**

Total RNA was isolated using the RNAeasy Mini Kit (Qiagen) and RNA concentration was measured using a NanoDrop ND-1000 (Labtech International). RNA (1  $\mu$ g) was converted in cDNA using the High Capacity RNA-to-cDNA kit (Thermo Fisher) according to manufacturer's instructions. Quantitative RT-PCR was performed and analyzed using the StepOnePlus<sup>TM</sup> Real-Time PCR system (Life Technologies). Relative expression was calculated using the  $\Delta\Delta$ Ct method and the *RPL19* gene was used as the reference gene. Primer/probe sets were from Applied Biosystems, Life Technologies.

### **Library preparation, RNA sequencing and data analysis**

RNA was purified from control, NSM, DSF or combination (NSM/DSF) treated SHI-1 cells from three independent experiments each and submitted to UCL Genomics for RNA-sequencing. Total cellular RNA was extracted using the RNeasy Plus Mini Kit (Qiagen, Manchester, UK) according to manufacturer's instructions. 100 ng of RNA per sample were analysed using Bioanalyser 2100 (Agilent Technologies, Santa Clara, CA) to verify RNA integrity prior to amplification. Samples were processed using the Illumina TruSeq RNA sample prep kit Version2 (p/n RS-122-2001) according to manufacturer's instructions (Illumina, Cambridge, UK). Briefly, mRNA was selected using paramagnetic dT beads and fragmented by metal hydrolysis to approximately 150 bp lengths. Random primed cDNA was then generated and adapters compatible

with Illumina sequencing were ligated before being enriched by 12 cycles of PCR. Libraries were quantified, normalised, and pooled before sequencing on an Illumina NextSeq 500, generating approximately 20 million 43 bp read pairs per sample. Fastq was then demultiplexed and generated using Illumina bcl2fastq v2.19 before pre-processing (trimmomatic) to remove adapter read-through and poor-quality sequences. Alignment and quantification were performed with STAR<sup>3</sup> and Salmon<sup>4</sup> using nf-core/rnaseq pipeline version 3.12<sup>5</sup>. NCBI GRCh38 on Illumina iGenomes collection was used as reference genome. Differential gene expression analysis was performed using R package DESeq2 (R version 4.2.1, DESeq2 version 1.36.0)<sup>6,7</sup>.

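DESeq2, the tool the authors used, fits a negative binomial model to unnormalized counts of reads per gene and scales libraries by the median of their ratios to a reference. A gene's adjusted p therefore depends on the libraries in the fit and on the filter for low counts. The supplement gives no design formula and no threshold for these comparisons.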

### **Gene set enrichment analysis (GSEA)**

Gene expression data were analyzed for enrichment using GSEA software (Broad Institute-version 4.3.3). GSEA ranked a list of normalized RNAseq data according to the expression difference (signal-to-noise ratio) and calculates an enrichment score (ES) by walking down this list and increasing a running sum statistic when it encounters a member within the gene set definition. Conversely, this statistic decreases when encountering a gene not in the gene set. The maximum deviation from zero constitutes the ES and corresponds to a weighted Kolmogorov–Smirnov-like statistic. Once all gene sets have been evaluated, GSEA adjusts the estimated significance level to account for multiple hypothesis testing and adjusts for the respective sizes of the gene sets, ultimately generating a NES. 

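With genes permuted, as done here, the NES divides a set's ES by the mean ES of random sets. These have the same size, and their score has the same sign. The FDR q-value then compares the NES with those of all permutations and all sets tested together, so it depends on how many sets enter a run. The supplement does not state whether genes or sample labels were permuted. With 3 libraries against 3, the labels can be exchanged in few ways, which gives too few permutations for a small p.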

Use of the NES facilitates comparison across gene sets.

### **Protein Synthesis Assay**

RS4;11 and THP1 cells were labelled with O-Propargyl-puromycin (OPP) probe (Cayman Chemical #601100) and treated with NSM at 37°C for 4 hours. Cells were then fixed and washed according to manufacturer's protocol. Cells were subsequently stained with 5 FAM-Azide for 30 minutes at room temperature in the dark followed by flow cytometry analysis.

## **Statistics**

Statistical significance was determined using Prism (GraphPad) software. Statistical analysis of means was performed using the one sample t test or unpaired Student's t test, two-tailed *P* values < 0.05 being considered statistically significant. Variance was similar between groups. Statistical analysis of survival curves was performed using the log-rank test.

## **Data and materials availability**

The RNAseq data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE262673.

## **References**

1. Ianevski A, Giri AK, Aittokallio T. SynergyFinder 2.0: visual analytics of multi-drug combination synergies. *Nucleic Acids Res.* 2020;48(W1):W488-W493.
2. Walf-Vorderwulbecke V, Pearce K, Brooks T, Hubank M, van den Heuvel-Eibrink MM, Zwaan CM, et al. Targeting acute myeloid leukemia by drug-induced c-MYB degradation. *Leukemia.* 2018;32:882-889.

3. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013 Jan 1;29(1):15-21. doi: 10.1093/bioinformatics/bts635. Epub 2012 Oct 25.
4. Patro, R., Duggal, G., Love, M. I., Irizarry, R. A., & Kingsford, C. (2017). Salmon provides fast and bias-aware quantification of transcript expression. *Nature Methods*, 14, 417–419. DOI: 10.1038/nmeth.4197
5. Philip Ewels, Alexander Peltzer, Sven Fillinger, Harshil Patel, Johannes Alneberg, Andreas Wilm, Maxime Ulysse Garcia, Paolo Di Tommaso & Sven Nahnsen. The nf-core framework for community-curated bioinformatics pipelines. *Nat Biotechnol*. 2020 Feb 13. doi: 10.1038/s41587-020-0439-x.
6. R Core Team (2022). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. Retrieved from <https://www.R-project.org/>
7. Love, M.I., Huber, W., Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology*, 15, 550. DOI: 10.1186/s13059-014-0550-8.

## Supplementary Figure Legends

**Fig. S1 A** The MLL-fusion depletion screen performed using the Prestwick clinical compound library. Cells were treated with 10 $\mu$ M of each compound for 6h and MLL-fusion levels were measured using a dual-luciferase assay. Normalized Fluc/Rluc ratios are plotted. 13 compounds showed a reduction larger than 33% in normalized Fluc activity. DSF and NSM are indicated with the green circles. **B-E** Western blot examples (top panels) and quantification (lower panels) of the indicated MLL-fusion protein expression in **B** SHI-1, **C** SEMK2, **D** BEL-1 and **E** KOPN8 cells after 16h exposure to 5 $\mu$ M NSM. An (\*) indicates the N-terminal wild type MLL band. Bars and error bars are means and SD of n=3 (SHI-1, SEMK2, BEL-1) and n=4 (KOPN8) independent experiments. Data are normalised to vinculin loading control and to DMSO treated control. \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ , one sample  $t$ -test.

How the deposited data were processed for this re-analysis (not part of the article)

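RNA from SHI-1 cells of 4 groups (DMSO, DSF with Cu, NSM, and DSF with Cu plus NSM; 3 libraries each, 16 h) was compared. According to the supplement, the authors selected poly(A) RNA, prepared TruSeq libraries, sequenced them on a NextSeq, trimmed the reads with trimmomatic, quantified genes with STAR and Salmon in the nf-core/rnaseq pipeline and analysed them with DESeq2. The authors deposited 1 table per library, whose signal is a normalized count per gene, that is, an estimated read count divided by a factor for the library. Whether most genes were also divided by a factor for that gene and library was not tested. The normalization was set over 24 libraries, and the other libraries are not used here. Of the nonzero values, 30.2% to 30.8% per library were whole multiples of its smallest step. Reads were therefore not recovered, and the depth given beside the claims is an estimate, the sum of normalized counts divided by the step. A gene listed at 1 step corresponds to about 1 read, so values near the step are imprecise. The 6 rRNA genes listed stayed in the sums, with a mean share of 2.78% in DMSO, 5.17% in DSF, 5.13% in NSM and 10.9% in DSF+NSM libraries, and were left out in 1 alternative.

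Values were transformed as log2(value + 1), and genes with at least 10 in at least 3 libraries were kept. The quasi-likelihood test of edgeR was planned and not run, since it needs counts and the values are normalized counts. It was replaced by limma 3.58.1 in R 4.3.3 (limma-trend, robust empirical Bayes, group means of all 12 libraries in 1 fit, no replicate block, Benjamini-Hochberg adjustment, threshold 0.05). The contrasts were each treatment against DMSO, DSF+NSM against each drug, and the interaction, which is the DSF+NSM change minus the sum of the single-drug changes. Gene sets were tested with camera at a preset correlation of 0.01, adjusted over 10 tests for both sets of Supplementary Table S1 and over 28 for 7 lists written from general knowledge (integrated stress response, heat shock, metal response, NRF2, cholesterol synthesis, myeloid differentiation and canonical MLL-fusion targets). The canonical list shares 6 genes with the larger set of Supplementary Table S1 and 4 with the smaller one. GSEA was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, using the signal-to-noise ratio with an SD of at least 0.2 times the mean, weight 1, 10000 gene permutations and q over 2 sets. Figures were drawn with matplotlib 3.10.9. Gene positions, GC content and transcript length came from GENCODE 44, and 12701 of the 13502 genes tested (94.1%) had both of the latter.

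The contrasts, the lists, the gene filter, the thresholds, the rule for named genes and most alternatives were set before the data were examined. Named are the genes the paper names, directly or through their protein (HOXA7, HOXA10, GFI1, KMT2A, RPL19, VCL, EIF2S1 and AFDN, listed as MLLT4), HOXA9 and MEIS1, and 18 members of the lists chosen beforehand. Also named are the 3 largest rises and falls in each comparison with DMSO and in the interaction, among called genes with a mean of at least 50, and, for comparisons with DMSO, with no overlap between groups, and the 3 largest falls and rises among called members of Supplementary Table S1. The result of 1 gene that meets this rule is not reported here. The alternatives set beforehand were rescaling by the median of ratios or by a trimmed mean over the 12 libraries, scaling to equal sums, no filter, at least 10 in every library, only the groups compared, a replicate block, and leaving out each library in turn. For gene sets they also included other rankings, an unweighted running sum, sets without shared genes, an estimated correlation between genes and the rotation test fry. Pseudocounts of 0.1 and 10, equal sums without rRNA, library weights, removal of the GC trend, leaving out NSM replicate 3 in comparisons without NSM, and GSEA with 2 further scalings were chosen after seeing the data. The limma step was tested on simulated values of 12880 genes, 200 of them changed, with 74.5% recovered for DSF, 77.5% for NSM and 80.5% for DSF+NSM, and false calls of 3.87%, 4.32% and 1.83%. On simulated data camera called the planted set and 4 of 200 random sets at an unadjusted p under 0.05, and GSEA called 4 of 100 random sets. The simulated genes were drawn independently of each other, so these checks cannot show how correlation between genes affects either test. The random sets of GSEA came from the same ranking as its permutations, which fixes a share near 0.05 in advance. No simulated library stood apart as NSM replicate 3 does. Western blots, viability, synergy and colony assays were not analysed here.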

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

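Of the tests in this part, those of the scaling for all 5 lists, that of Cu in place of DSF, and the removal of the GC trend for the NRF2 list were chosen only after the result was seen. Equal sums were an alternative set beforehand, and only their use as a test of this explanation came afterwards. The contrast on which each list was tested, and the limit of 1 on the absolute median log2 fold change above which a list is reported in this part, were chosen after the camera results were seen. For the scaling tests, the sums of normalized counts were made equal between libraries, which shifts the median of all genes by −0.75 for DSF+NSM against DMSO, −0.25 for NSM and −0.40 for the interaction.

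The effect of NSM differed between cells with and without DSF. The interaction was called by limma for 3527 genes (1632 higher and 1895 lower, adjusted p under 0.05), and for 6175 without NSM replicate 3. Without each of the 12 libraries in turn the count lay between 2618 and 6175. Among 100 splits of the libraries, the real grouping included, only the real one reached 3527, and the largest other count was 2332. The other splits exchange libraries between treatments and so carry the effects of the single drugs. They do not represent data without an interaction, so this comparison does not decide whether random grouping accounts for the count. The paper does not report a test of the interaction.

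The integrated stress response list (21 genes tested) had a positive median change under every treatment, a signal in genes the paper does not discuss. Its median log2 fold change was 1.00 for DSF, 2.02 for NSM and 1.53 for DSF+NSM (camera adjusted p from limma 6.12e-12, 1.14e-11 and 4.98e-07), and the interaction was −1.62 (1.13e-09). Limma called 18 members higher for DSF and 19 for NSM, and 17 higher and 2 lower for DSF+NSM, with the same numbers adjusted over the list alone. For the interaction it called 17 members, all lower, or 18 lower and 1 higher adjusted over the list alone. Every library of each treatment showed the rise, between 0.82 and 1.18 for DSF, 1.92 and 2.23 for NSM, and 1.47 and 1.61 for DSF+NSM. DDIT3 rose by 3.14, 4.85 and 4.99, ATF3 by 2.77, 2.85 and 5.85, TRIB3 by 2.29, 3.73 and 3.65, CHAC1 by 2.34, 2.44 and 2.82, and ASNS by 0.62, 2.08 and 0.92. ASNS was lower in DSF+NSM than in NSM (−1.16, adjusted p = 4.98e-05 from limma), and with equal sums its rise for DSF+NSM was not called (0.13, adjusted p = 0.478). With the correlation between genes estimated, the call for DSF+NSM was lost (adjusted p = 0.0515, range over its alternatives 2.97e-09 to 0.0515). With equal sums the NSM median was 1.75, and among genes of like GC content and length it was 2.02, with random lists between −0.84 and 1.00, so neither scaling nor these biases account for the whole rise under NSM. For DSF the medians were 0.90 and 0.91 (random lists at most 0.45). For DSF+NSM equal sums reduced the median to 0.75, against −0.75 for all genes (camera adjusted p = 2.97e-09), and within the classes it was 1.23, little above the highest random list (1.12). The paper reports raised phosphorylation of eIF2α under NSM, measured by another assay, and how the list's change relates to it was not tested here.

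The heat shock list (15 genes) was not called as a set under DSF (median log2 fold change 0.03, camera adjusted p = 0.192 from limma), where its members went both ways, 5 called higher and 4 lower, with HSPA1A at 5.19, HSPA1B at 4.68 and DNAJB1 at 2.96. It fell under NSM (−0.55, adjusted p = 0.00361) and rose under DSF+NSM to 3.03 (adjusted p = 1.14e-11), with an interaction of 4.56 (adjusted p = 1.43e-19). All 15 members were called higher for DSF+NSM and for the interaction, over all genes and adjusted over the list alone. Without DSF replicate 3 the list was called for DSF (adjusted p = 0.0337), and the fall under NSM lost its call with an estimated correlation (0.303, range 0.00265 to 0.303). HSPA1B went from 1153 normalized counts in DMSO to 663160 in DSF+NSM, DNAJB1 rose by 7.73 on the log2 scale, and HSPA1A by 9.74. HSPA1A and HSPA1B are near-identical copies and their reads are uncertain, but the interaction of the other 13 members had a median of 4.29 (from 2.09 to 5.74). With equal sums the interaction of all 15 members, both copies included, had a median of 4.14. Within classes of GC content and length it was 4.40, with random lists between −0.74 and 0.91. Tested separately, shared reads, scaling and these biases do not account for the whole interaction. A biological cause was not tested.

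The metal response list (8 genes tested of 10) rose under DSF by a median of 4.39 (camera adjusted p = 6.94e-10 from limma) and under DSF+NSM by 7.68 (4.29e-07), with an interaction of 1.77 (4.39e-05). NSM alone gave 0.42 (camera adjusted p = 0.184), and fry called it (0.00612). The libraries ranged from 4.12 to 4.64 for DSF, from 7.65 to 7.69 for DSF+NSM and from 0.12 to 0.57 for NSM. Limma called 6 members higher for DSF (and 1 lower adjusted over the list alone), 2 higher for NSM, 7 for DSF+NSM and 5 for the interaction, with the same numbers for the last 3 adjusted over the list alone. MT1X rose by 7.51, 1.86 and 10.27 for DSF, NSM and DSF+NSM, and MT2A by 4.84, 0.24 and 7.11. With equal sums the DSF median was 4.74 over the 7 members that then passed the filter (4.59 before) and 4.42 over all 8, and within classes of GC content and length 4.35 (random lists from −0.68 to 0.96). Outside the MT1 family, whose copies share reads, the median of 3 members was 4.19 (from −0.74 to 4.84), a weak test because 1 of them fell. Scaling, GC content and length do not account for the rise. The number of groups stated to have received Cu without DSF was 0, and whether the DMSO and NSM groups received it is not stated, so whether Cu alone raises these genes stays open.

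The NRF2 list (12 genes) had a median log2 fold change of 0.53 for DSF (camera adjusted p = 0.000386 from limma), 0.13 for NSM (0.627), 1.04 for DSF+NSM (2.79e-05) and 0.82 for the interaction (0.000745). Limma called 7 members higher and 1 lower for DSF, 3 and 3 for NSM, 11 and 1 for DSF+NSM and 5 higher for the interaction, in all 8, 6, 12 and 5 members against 9, 6, 12 and 8 adjusted over the list alone. HMOX1 rose by 10.12 under DSF and by 13.53 under DSF+NSM, from 9.61 normalized counts in DMSO to 12357 and 125159. With equal sums the median for DSF+NSM was 0.25, positive where the median of all genes was −0.75, and camera called the list (adjusted p = 6.14e-05). Within classes of GC content and length the median was 1.08, not smaller than before and at a percentile of 99.99 of random lists, but inside their range (−0.94 to 1.2), so the criterion of a median outside that range was not met for DSF+NSM. It was met for DSF, at 0.72 against at most 0.64. With the GC trend removed, camera called the list for DSF+NSM (adjusted p = 2.45e-05), so a GC trend does not account for the whole rise, and transcript length stays open for DSF+NSM. The cholesterol synthesis list (19 genes tested of 20) fell under DSF (−0.80, camera adjusted p = 3.63e-09), rose under NSM (0.76, 0.00192) and rose under DSF+NSM to 1.16 (2.55e-06), with an interaction of 1.36 (6.13e-10). Limma called 11 members lower for DSF, 12 higher and 3 lower for NSM, 15 higher for DSF+NSM and 16 higher for the interaction, in all 11, 15, 15 and 16 against 14, 17, 15 and 17 adjusted over the list alone. HMGCS1 changed by −0.97, 1.59 and 3.74, and SQLE by −0.53, 0.76 and 1.02. The fall of HMGCS1 for DSF lost its call in all 6 fits that left out 1 library (adjusted p from limma 0.0549 to 0.0802), and the rise of SQLE for NSM without DMSO replicate 1 (0.0686). With equal sums SQLE was called neither for NSM (0.49) nor for DSF+NSM (0.24). With equal sums the interaction of the list was 0.95, and within classes of GC content and length 1.41 (random lists from −0.78 to 0.62). Scaling and these biases therefore do not account for the interaction. For DSF+NSM these medians were 0.37, against −0.75 for all genes, and 1.08, little above the highest random list (1.05). For NSM they were 0.49 and 0.77, the latter inside the range of random lists (−0.70 to 0.92). GC content and length therefore stay open for NSM. For DSF they were −0.90 and −0.66 (random lists at least −0.41). The list holds 2 genes of the larger set of Supplementary Table S1. Whether the drugs act on cholesterol synthesis directly was not tested.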

How the results depend on the processing

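A test kept its call when it stayed on the same side of the adjusted p of 0.05 in the same direction. A sign change where neither value was called counts as kept, and a count as kept when it stayed within 1.5 times. DESeq2 and a ranking by its statistic were set beforehand but not run, since the values are not counts. HOXA7, HOXA10 and GFI1 in DSF+NSM kept their calls throughout. The cause was not tested for any change given here unless stated.

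Equal sums (median shift of all genes −0.75 for DSF+NSM against DMSO, −0.68 against DSF, −0.48 against NSM) moved the counts of genes above a log2 change of 1 to 6209, 5040 and 3907 (17.0%, 12.1% and 24.2% higher). By construction a scaling shifts every gene of a library alike. It reversed KMT2A for DSF+NSM against DMSO (−0.23) and DSF (−0.48), ITGAM against DMSO (−0.18), EIF2S1 against DSF (−0.48) and NSM (−0.40), MLLT4 against DSF (−0.053) and NSM (−0.40), and EEF1G against DSF (−0.053). Camera called the smaller set of Supplementary Table S1 for NSM (adjusted p = 0.0328). The higher share of called genes went from 66.6% to 49.3% for DSF, 51.7% to 32.9% for NSM, 50.3% to 11.8% for DSF+NSM against DSF, 52.5% to 17.8% against NSM and 46.3% to 19.1% for the interaction.

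Equal sums without rRNA, chosen after seeing the data, reversed KMT2A against DMSO (−0.10) and DSF (−0.39), ITGAM (−0.050) and EIF2S1 against DSF (−0.39), and moved the count above 1 against DSF to 4604.

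With only the groups compared, the counts were 7289 for DSF and 2473 for DSF+NSM against NSM; KMT2A was called for DSF (0.35) and lost its call against NSM (−0.43, adjusted p = 0.147). NSM replicate 3 enters the spread only where NSM is in the fit. At least 10 in every library left fewer genes, 11226, and 1631 above 1 against NSM.

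Library weights, chosen after seeing the data, gave NSM replicate 3 a weight of 0.0499 (others 0.220 to 4.37) and moved the counts to 7972 and, above 1, 1348 for DSF, 7858 against NSM and 7625 for the interaction; KMT2A was called for DSF (0.34).

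For camera, the myeloid list lost its interaction call with at least 10 in every library (adjusted p = 0.0830) and with the GC trend removed (0.0865, chosen after seeing the data), which also called the heat shock list for DSF (0.0345). With an estimated correlation, the larger set had 0.0943 for DSF, DSF+NSM, and DSF+NSM against each drug, and 0.142 for NSM; the smaller set had 0.1003 for DSF, 0.0943 for DSF+NSM and 0.142 against each drug. The lists lost calls at 0.0515 (myeloid, DSF, and stress response, DSF+NSM), 0.256, 0.161 and 0.139 (canonical targets, DSF, DSF+NSM and interaction), 0.303 (heat shock, NSM) and 0.253 (myeloid interaction). Fry called heat shock for DSF (0.0138), metal response for NSM (0.00612), canonical targets for NSM (0.0465), myeloid for DSF+NSM (0.00485) and the smaller set for NSM (0.000705), and not canonical targets for DSF (0.0735). Without shared genes, the larger set had 0.242, 0.196 and 0.0612 for DSF, NSM and DSF+NSM, 0.115 against DSF and 0.242 against NSM; the smaller set had 0.234 for DSF, 0.196 for DSF+NSM, 0.341 and 0.658. Fewer genes per set were tested there.

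GSEA without shared genes gave −1.28, −1.30 and −1.48 for the larger set and −1.17, −1.21 and −1.42 for the smaller one. Ranking by log2 fold change gave −1.38 and −1.41 for NSM, and an unweighted sum −1.15 for the smaller set in NSM.

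Of the same-numbered pairs, 2 of 18 correlated above 0.1 and 15 above 0 (−0.0644 to 0.278), which does not establish that the numbers pair the libraries and does not exclude it. The paper gives 3 independent experiments without saying that a number marks one of them. With a replicate block the counts were 2520, 6850 and 7279 against DMSO, 5978 against DSF, 5403 against NSM and 3646 for the interaction. Among counts, KMT2A and gene sets, the block changed 1 call, the myeloid interaction (adjusted p = 0.0578). Of the other results for named genes, 4 were stronger and 2 weaker.

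Across fits that each left out 1 library, the counts ranged from 911 to 5551 for DSF (532 to 1088 above 1), 5421 to 8075 for NSM, 5980 to 9137 for DSF+NSM, 4656 to 8114 against DSF, 3781 to 6621 against NSM and 2618 to 6175 for the interaction. KMT2A ranged from −0.55 to −0.33 against NSM, where 3 fits lost the call. Adjusted p of camera ranged from 0.0254 to 0.0747 for the larger set in NSM, 0.0353 to 0.145 for the smaller set in NSM, 0.0337 to 0.213 for heat shock in DSF and 0.0120 to 0.0983 for the myeloid interaction. Of the other named genes, 116 results were weaker and 23 stronger in such fits and 1931 the same; elsewhere 76 were weaker, 120 stronger and 3190 the same. With an estimated 10.2 M reads in the shallowest library, values near its step of 2.22 limit genes of low counts.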

Differences from the paper's values

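For KMT2A, the paper's supplement gives adjusted p-values in the legend of Fig. S3E of 0.004 for DSF, 2.1e-20 for NSM and 6.2e-07 for DSF+NSM, against 0.0835, 7.56e-05 and 0.00360 from limma here. None of the 13 alternatives set before the data were examined came within 1.5 times the paper's value in any of the 3 comparisons. With only the groups compared, set before the data were examined, KMT2A was called for DSF (adjusted p = 0.000396 from limma). With library weights, chosen after seeing the values, it was called as well (0.000161), and the values for NSM and DSF+NSM were 5.87e-09 and 1.57e-05.

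For the larger set of Supplementary Table S1, the paper's GSEA q in Fig. 1D was about 0.006 for DSF, about 0.048 for NSM and about 0.003 for DSF+NSM, read by eye, against 0.00249, 0.0165 and 0.000303 here. For DSF, 4 of the 14 alternatives set before the data were examined came within 1.5 times the paper's q. These were an unweighted running sum (0.00864) and leaving out DSF replicate 1 (0.00836), 2 (0.00608) or 3 (0.00684). For NSM, 2 of 14 came within that limit, ranking by log2 fold change (0.0655) and leaving out NSM replicate 3 (0.0466). For DSF+NSM, 1 of 14 did, at least 10 in every library (0.00227). The others did not. The NES of this set in the figure were about −1.8, −1.6 and −2 for DSF, NSM and DSF+NSM, against −1.77, −1.57 and −1.97 here. These differences were within the SD of the scores with each library left out. For the smaller set, the NES were also within this SD. Its q for DSF and NSM were within 1.5 times the paper's, and for DSF+NSM 0.000605 against 0.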

Other observations

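Of the tests in this part, those of GC content, depth and an exchanged label for NSM replicate 3, of NSM replicate 3, the scaling and the GC trend for HOXA9 and MEIS1, of the sums of normalized counts, and of the scaling for RPL19 were chosen only after the result was seen. Equal sums and leaving out NSM replicate 3 in comparisons with NSM were alternatives set beforehand, and only their use as tests of these explanations came afterwards.

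NSM replicate 3 stood apart from NSM replicates 1 and 2. Across genes, which are not independent replicates, its deviation from them correlated with GC content at a Spearman rho of −0.739, against at most 0.711 in size in the other 11 libraries. That largest value is from NSM replicate 1, whose deviation includes replicate 3, and in the 9 libraries of the other groups it was at most 0.413. GC content accounted for 46.1% of the variance of its deviation, and removing the trend took the SD from 0.951 to 0.698, against 0.321 to 0.640 in the other libraries. How close counts as close was not fixed in advance. A GC bias of this library is a candidate explanation for part of the deviation, by the rho of −0.739, and the rest stays open. Its correlation with transcript length, 0.268, lay within that of the other libraries (at most 0.273). Its estimated depth was 13.6 M reads, and 2 libraries were shallower, the shallowest being DSF+NSM replicate 3 with 10.2 M, so depth alone does not explain it. Its change from DMSO correlated with that of NSM replicates 1 and 2 at a Pearson r of 0.688, against 0.215 with DSF and 0.421 with DSF+NSM. Unchanged groups sharing the same DMSO libraries gave a median of 0.318 and at most 0.422 in 100 simulations, so a label exchanged with another treatment is not what the values show. An exchange with a library from outside the series was not tested.

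HOXA9 rose under NSM by 1.83 (adjusted p = 0.000231 from limma; normalized counts 1673, 1682 and 4039 against 634 in DMSO), and MEIS1 by 0.64 (0.00734). Neither rose under DSF+NSM (HOXA9 −0.33, adjusted p = 0.350 from limma; MEIS1 −0.77, adjusted p = 0.00202). HOXA9 is a member of both sets of Supplementary Table S1. Without NSM replicate 3 the rises were 1.40 (adjusted p = 1.18e-06) and 0.48 (0.00601), so that library alone does not cause them. With equal sums the rise of MEIS1 was 0.37 (adjusted p = 0.114, range over its alternatives 3.23e-05 to 0.114), above the median of all genes of −0.25 but not called, so the scaling stays open for MEIS1. Among genes of like GC content and length, the percentile was 95.08 for HOXA9 and 76.82 for MEIS1, which left the question open. Only after that was the GC trend removed from each library, and MEIS1 then rose by 0.59 (adjusted p = 0.000368), so a GC trend does not account for the whole rise. For MEIS1, transcript length and class remain open. Reads of antisense genes may contribute to both genes, a point the value 0.59 does not address.

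RPL19, the reference gene of the paper's qRT-PCR, rose by 0.16 for DSF (adjusted p = 0.501 from limma), 0.51 for NSM (0.0123) and 0.88 for DSF+NSM (0.00029). With equal sums the rise for DSF+NSM was 0.10 (adjusted p = 0.533, range over its alternatives 2.97e-11 to 0.533), where the median of all genes was −0.75, so the scaling stays open as the cause. Of 79 other cytosolic ribosomal protein genes, 97.5% were higher under NSM and under DSF+NSM (medians 0.55 and 1.01), so a rise shared by these genes fits. With equal sums 72 and 63 of them were higher, with medians of 0.28 and 0.23. How the choice of reference affects the paper's qRT-PCR was not tested.

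The mean sum of normalized counts in DSF+NSM was 1.72 times that in DMSO, against 1.07 for DSF and 1.21 for NSM. Without the 10 most abundant genes of each library, which hold 23.4% of the sum in DSF+NSM and 8.30% in DMSO, the ratio was 1.44, and without rRNA 1.58, so neither alone accounts for most of the excess. No biological explanation was tested.

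The myeloid differentiation list (13 genes tested of 14) had a median log2 fold change of 0.75 for DSF (camera adjusted p = 0.000316 from limma), 0.50 for NSM (0.586), 0.22 for DSF+NSM (0.434) and −0.68 for the interaction (0.0431). The interaction was not called without NSM replicate 1 (0.0770), NSM replicate 2 (0.0706) or DSF+NSM replicate 3 (0.0983). With equal sums the list's median was −0.56 for DSF+NSM (camera adjusted p = 0.5225), against −0.75 for all genes. For the interaction it was then −1.10 (camera adjusted p = 0.0470), against −0.40 for all genes. Limma called 7 members higher for DSF, 7 higher and 5 lower for NSM, 6 higher and 4 lower for DSF+NSM, and 6 lower and 1 higher for the interaction, in all 7, 12, 10 and 7 against 8, 12, 11 and 8 adjusted over the list alone. CD14 rose by 2.68, 1.54 and 2.46 for DSF, NSM and DSF+NSM, and ITGAM by 1.48, 0.50 and 0.61. ITGAM lost its call for NSM without DMSO replicate 1 or 2 or NSM replicate 1 (adjusted p from limma 0.0569 to 0.0648), and with equal sums it was −0.18 for DSF+NSM.

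VCL, the loading control of the paper's blots, was not called against DMSO (−0.02, −0.03 and −0.24 for DSF, NSM and DSF+NSM). EIF2S1 fell by 0.56 (adjusted p = 0.0171 from limma), 0.48 (0.0139) and 0.36 (0.0479), and the last call was lost in all 6 fits that left out 1 library (adjusted p from 0.0610 to 0.124). The call of EIF2S1 for DSF was lost without DMSO replicate 1, 2 or 3 or DSF replicate 1 or 2 (0.0522 to 0.0901), and that for NSM without NSM replicate 1 (0.0515) or 2 (0.0507). MLLT4, the AF6 gene, rose by 0.18 (0.381), 0.69 (0.000892) and 0.81 (0.000237). With equal sums MLLT4 rose by 0.02 for DSF+NSM (0.865).

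Other genes named by the rule had these log2 fold changes. HSPA6 rose by 8.93 for DSF and 12.79 for DSF+NSM. For DSF the pseudogene FAM133DP (−1.81) and GCSH (−1.8) were among the largest falls. Leaving out 1 library lost the call of FAM133DP (adjusted p from limma 0.0768 to 0.135 without any DMSO library or DSF replicate 2 or 3) and of GCSH (0.0582 to 0.0891 without replicate 1 or 2 of DMSO or DSF). For NSM the largest rises were RAD51L3-RFFL (6.01), KLHDC7B (5.90) and GDF15 (5.74), and the largest falls SCLY (−5.97), PYCRL (−5.33) and RBM14-RBM4 (−5.30). Zeros and low counts weigh on these values. RAD51L3-RFFL had normalized counts of 0, 113 and 0 in DMSO, where KLHDC7B and GDF15 had means of 0.579 and 0.873. In NSM, SCLY had 47.1, 0 and 0, PYCRL 7.57, 12.1 and 0, and RBM14-RBM4 14.2, 0 and 0. GDF15 also rose by 5.88 for DSF. For DSF+NSM SGK3 (−5.44) and TMEM177 (−4.16) fell. For the interaction COL2A1 (7.96), TGIF2-C20orf24 (7.57) and THBS1 (6.92) were highest, and COMMD3-BMI1 (−7.84), SGK3 (−4.28) and C5AR1 (−3.94) lowest. C5AR1 rose by 4.057 for DSF, 4.818 for NSM and 4.935 for DSF+NSM, so its interaction is a rise short of the sum and not a fall. COMMD3-BMI1 had normalized counts of 35.3, 130 and 1174 in NSM replicates 1, 2 and 3, and 0 in every DSF+NSM library. The interaction of SGK3 (adjusted p = 0.0496 from limma) lost its call without any 1 library of DMSO, DSF or NSM (0.0793 to 0.131). RAD51L3-RFFL, SCLY, RBM14-RBM4, SGK3, TGIF2-C20orf24 and COMMD3-BMI1 are read-through genes or overlap one on the same strand, so their values are uncertain.

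For each of the 5 pairwise comparisons, the 6 libraries can be split in 10 ways. In each, 1 split of 10, the real one, gave the most called genes (7289, 5079, 8598, 7348 and 2473 for DSF, NSM and DSF+NSM against DMSO and DSF+NSM against DSF and NSM), and the largest other counts were 2, 0, 0, 0 and 1. With 10 splits the share cannot be under 0.1, so random grouping cannot be excluded by this test at 0.05.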
